# Electroacupuncture alleviates ulcerative colitis by targeting CXCL1: evidence from the transcriptome and validation

**DOI:** 10.3389/fimmu.2023.1187574

**Published:** 2023-09-01

**Authors:** Rui-Bin Zhang, Long-Cong Dong, Yuan Shen, Hong-Ying Li, Qin Huang, Shu-Guang Yu, Qiao-Feng Wu

**Keywords:** ulcerative colitis, electroacupuncture, transcriptome, CXC motif chemokine ligand 1, immune infiltrating cells, Th1 cytokine interferon-γ, macrophages

## Abstract

**Background:**

We aimed to use transcriptomics, bioinformatics analysis, and core gene validation to identify the core gene and potential mechanisms for electroacupuncture (EA) treatment of ulcerative colitis (UC).

**Materials and methods:**

EA was performed in mice after induction of UC *via* dextran sodium sulfate. Body weight, disease activity index (DAI), colon length, and hematoxylin-eosin of the colon tissue were used to evaluate the effects of EA. Mice transcriptome samples were analyzed to identify the core genes, and further verified with human transcriptome database; the ImmuCellAI database was used to analyze the relationship between the core gene and immune infiltrating cells (IICs); and immunofluorescence was used to verify the results.

**Results:**

EA could reduce DAI and histological colitis scores, increase bodyweight and colon length, and improve the expression of local and systemic proinflammatory factors in the serum and colon of UC mice. Eighteen co-differentially expressed genes were identified by joint bioinformatics analyses of mouse and human transcriptional data; *Cxcl1* was the core gene. EA affected IICs by inhibiting *Cxcl1* expression and regulated the polarization of macrophages by affecting the Th1 cytokine IFN-γ, inhibiting the expression of CXCL1.

**Conclusions:**

CXCL1 is the target of EA, which is associated with the underlying immune mechanism related to Th1 cytokine IFN-γ.

## Introduction

Ulcerative colitis (UC) is an inflammatory condition of the colon and rectum that is chronic, refractory, and relapsing (1). The major symptoms of UC are abdominal pain, bloody mucopurulent stool, and diarrhea (2). In addition, UC reduces quality of life and contributes to a shortage of medical resources, resulting in a large medical and socioeconomic burden on society (3, 4). Regrettably, UC has had increased incidence in recent years and remains a global health issue (5).

Currently, effective therapy for UC is limited. Although 5-Aminosalicylic Acid (5-ASA) drugs (including sulfasalazine, mesalamine, and diazo-bound 5-ASA) are commonly used to treat UC, these drugs have unexpected side effects (6, 7). Electroacupuncture (EA), as a Chinese medicine therapy, is widely used to treat UC, with good curative effects (8). Studies have shown that EA has anti-inflammatory or immunomodulatory effects on UC (9, 10). Despite this, the anti-inflammatory properties and effect of EA on the immune cells has not been well studied, and the critical target genes of EA in the treatment of UC remain unclear.

Transcriptome sequencing can capture the dynamic changes of transcription in different tissues and pathophysiological states to further reveal associations between significant differentially expressed genes and biological functions (11). The genetic similarity between human and mice makes mice a popular model to study human diseases (12). Consequently, analyzing the colonic transcriptomes of UC mice after EA interventions will help to determine the effective mechanism and core genes (13). In order to mitigate the potential for biased outcomes stemming from animal experimentation, it is imperative to undertake cross-species integration of transcriptome data from both mice and humans as a means of investigating the underlying mechanisms of EA. (14).

UC is a pathological condition that arises from aberrant immune responses, which can be either innate or adaptive in nature (15). This is mainly manifested as an outbreak of pro-inflammatory cytokines, such as IFN-γ, IL-1β, TNF-α and IL-6. There are several immune cells involved in releasing pro-inflammatory cytokines, and macrophages polarization play a crucial role during the acute phase of colitis. (16). Macrophages can be divided into classic activated type (M1 type) and alternative activated type (M2 type) after being changed by the surrounding microenvironment. IFN-γ can induce typical activation of macrophages (M1 type), which secrete pro-inflammatory cytokines and cause mucosal damage (17). However, it is still unclear whether electroacupuncture can regulate macrophage polarization in UC.

We aimed to identify the core genes regulated by EA through transcriptome data analysis of mice and humans. Furthermore, immune-infiltrated cells (IICs) related to UC were screened by the ImmuCellAI database, and the correlation between IICs and the core gene was calculated to identify immune-related gene regulated by EA. In the treatment of UC with EA, the comprehensive analysis of IICs and core genes reveals relevant biomarkers and potential therapeutic mechanisms.

## Materials and methods

### Experimental animals and groups

All animal experiments were performed according to the animal protocols approved by the Animal Experimental Ethics Committee of the Chengdu University of Traditional Chinese Medicine (2019-04). C57BL/6J mice (SPF class, 26 ± 2 g) were provided by GemPharmatech (Nanjing, China). All mice were housed in a specific pathogen-free environment and subjected to 12 hours of light/dark cycles under ambient temperatures of 23 ± 2°C. We divided the mice into a control, dextran sodium sulfate (DSS), and DSS combined with the EA (DSS + EA) groups.

In the DSS and DSS + EA groups, mice were given 2.5% DSS (MP Biomedicals, California, USA) in drinking water for 7 days (18); whereas the control group received distilled water. Daily body weight and fecal bleeding were evaluated in each group.

### EA intervention

After 5 days of UC modeling, mice in the DSS + EA group were treated with EA once a day for 5 days (19). A custom-made mouse frame was used to hold the animals and both of the Zusanli acupoint points (ST36, located ~3 mm below the capitulum fibulae) were targeted by EA for 30 minutes (2 Hz, 0.2 mA) (20), the hind limbs of the mice began to tremble slightly. Similarly, the control and the DSS groups were held for 30 minutes without EA intervention.

### Disease activity index scoring

The DAI was calculated using the following formula: DAI = (weight loss [%] + represented stool + blood in stool)/3. The details are included in **Supplementary Table 1**.

### Hematoxylin-eosin staining

The mice were killed after 5 days of treatment, and the colon sections were processed for HE staining. As shown in **Supplementary Table 2**, inflammation extent and crypt damage were combined into a histological score. The sections were scanned with an HS6 digital total microtome (Sunny, Shanghai, China).

### Enzyme-linked immunosorbent assay

Whole blood was collected and allowed to clot for 15 min at room temperature to obtain serum. Centrifugation at 3000 rpm for 20 minutes was used to collect serum from the different groups. As directed by the manufacturer, ELISA kits (Elabscience, Wuhan, China) were used to detect tumor necrosis factor TNF-α and IFN-γ levels in the supernatant. Following that, absorption coefficients were applied to calculate TNF-α and IFN-γ concentrations.

### Western blot

Protease and phosphatase inhibitors were added to RIPA lysis buffer to lyse the colon tissue proteins. Bicinchoninic acid (BCA) protein assay kit (Thermo, Rockford, USA) was used to quantify protein concentrations. The protein extracts (30 μg) from the colon tissue were loaded in FuturePAGETM gel (ACE, ET15420GEL, Nanjing, China) and transferred onto PVDF membranes. The membranes were then blocked with 5% non-fat dry milk in Tris-buffered saline/Tween 20 (TBST) and incubated with primary antibodies (anti-IL6, anti-IL1β, anti-TNF-α, anti-IFN-γ, anti-CXCL1, anti-GAPDH, anti-actin) overnight at 4°C. The secondary antibody was then incubated for an additional 2 hours. WB antibody was then performed and the concentrations of the following were determined: anti-IL6 (Bioss, bs-0782R, 1:1000); anti-IL1β (Bioss, bs-0812R, 1:500); anti-TNF-α (Proteintech, 60291-1-Ig, 1:1000); anti-IFN-γ (Bioss, bs-0480R, 1:1000); anti-CXCL1 (Proteintech, 12335-1-AP, 1:1000); anti-GAPDH (Proteintech, 60004-1-Ig, 1:5000); and anti-actin (Proteintech, 66009-1-Ig, 1:5000).

### Mice transcriptome data collection and processing

A total RNA sample was extracted from the colon tissue from mice in each experimental group (three mice per group). An Oxford Nanopore Technology (ONT, Oxford, UK) protocol was followed to generate the cDNA library. The sequencing was conducted by Biomarker Technologies Corp (Beijing, China). Additionally, this ONT data has been deposited into the GEO database (http://www.ncbi.nlm.nih.gov/geo), Accession number: GSE227407.

### Human transcriptome data collection

Data from human colon biopsies was downloaded from the GEO database (http://www.ncbi.nlm.nih.gov/geo). We downloaded expression files GSE38713 for UC, including 28 samples as follows: 13 samples from normal subjects (Normal group) and 15 samples from UC patients (UC group).

### Differentially expressed genes screening

Genes exhibiting |log2 (fold change)| >2.5 and P-value < 0.01 were defined as the DEGs. The DEGs were analyzed using DESeq2 R software package (3.6.3) on mice and human transcriptome data (21).

### Biological function enrichment analysis

The gene ontology (GO) annotations were divided into the following sections: biological processes (BP); molecular functions (MF); and cellular components (CC). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed by DAVID (https://david.ncifcrf.gov/) (22). Visualization of the enrichment results were achieved using the R ggplot2 package and Cytoscape V3.7.1 (23).

### Protein-protein interaction network

Homologous gene mapping was performed using the STRING database (http://string-db.org) (24), and PPI network was constructed. Cytoscape Version 3.7.1 was then used to visualize and analyze the protein interactions.

### Quantitative real-time polymerase chain reaction

Total RNA was isolated from the colon tissues using a MolPure^®^ TRIeasyTM Plus Total RNA Kit (Yeasen, Shanghai, China). Hifair^®^III 1st Strand cDNA Synthesis SuperMix (Yeasen, Shanghai, China) was used to prepare the cDNA. We used a Bio-Rad CFX Maestro PCR system for real-time PCR detection with the Hieff^®^ qPCR SYBR^®^Green Master Mix (Yeasen, Shanghai, China). The 2^-△△Ct^ method was used to calculate relative mRNA expression of target genes, and β-actin expression levels were used as endogenous controls. **Supplementary Table 3** lists the primer sequences.

### Immune cell infiltration profile

To elucidate immune cell infiltration in the human samples, we used the Immune Cell Abundance Identifier (ImmuCellAI, http://bioinfo.life.hust.edu.cn/web/ImmuCellAI/) (25), and 24 immune cells were scored for infiltration. Then, the ComplexHeatmap package (26) was applied to draw a heatmap of the IICs. Pearson’s correlation coefficient was used to analyze the correlation between CXC motif chemokine ligand 1 (*Cxcl1*) and IICs.

### Immunofluorescence

The sections of samples were deparaffinized in xylene and rehydrated in decreasing concentrations of alcohol. After washing the sections three times in phosphate buffered saline (PBS) for 5 minutes, we blotted them with 5% goat serum for 1 hour at 37°C. The sections were incubated with the primary antibody overnight at 4°C. These sections were washed three times in PBS and then incubated with secondary antibodies for 2 hours at 37°C. The sections were subsequently rinsed three more times and stained with DAPI (Beyotime Biotechnology, Shanghai, China) for 5 minutes. Pannoramic 250FLASH (3DHISTECH, Budapest, Hungary) was used to image the results. The IF antibody and its concentration were determined for the following: anti-CXCL1 (Proteintech, 12335-1-AP, 1:100); anti-F4/80 (Servicebio, GB11027, 1:500); anti-CD86 (CST, #91882S, 1:200); anti-ARG1 (Servicebio, GB11285, 1:200); anti-CD4 (Servicebio, GB13064-2, 1:200); and anti-IFN-γ (Bioss, bs-0480R, 1:100).

### Statistical analysis

Statistical analysis was performed using SPSS software (version 26.0) and pictures were drawn using GraphPad Prism software (version 8.0). Data are presented as mean ± SEM. The one-way analysis of variance (ANOVA) made multiple-group comparisons. *P*<0.05 was considered statistically significant.

## Results

### EA can alleviate DSS-induced mouse colitis

In this study, we first investigated the effect of EA on DSS-induced colitis. Similar to human UC, DSS-treated model mice showed distinct clinical features of UC. Compared with the control group, the body weight of mice in the DSS group decreased significantly but increased significantly after EA treatment (**Figure 1A**). The DAI score of the DSS group was significantly increased compared with the control group but decreased after EA treatment (**Figure 1B**).

**Figure 1:**
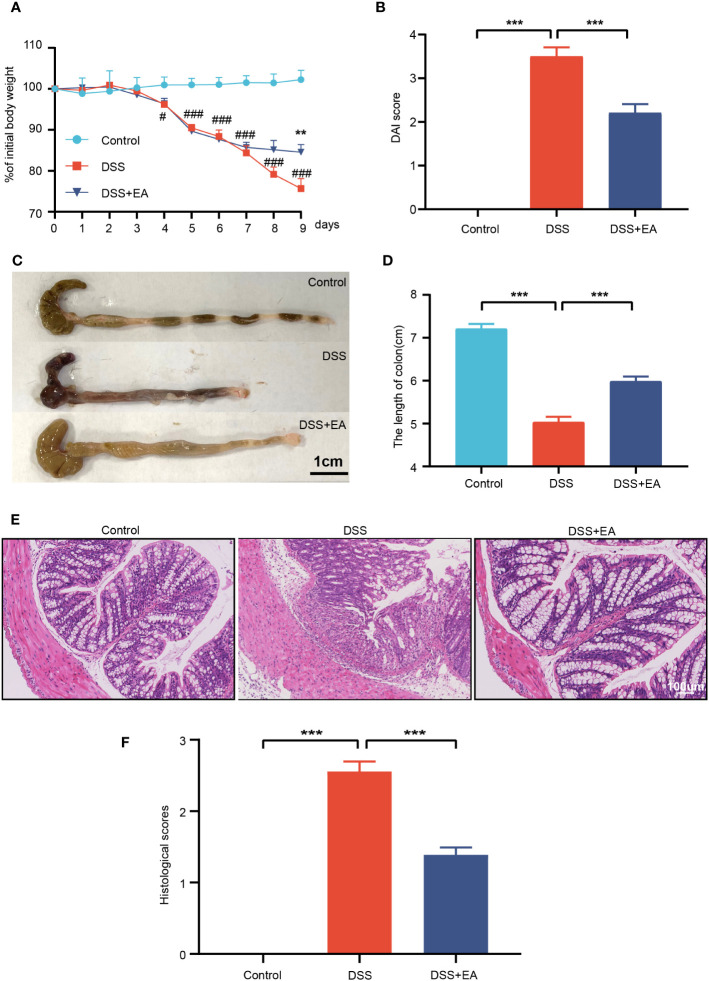
Electroacupuncture of ST36 can relieve ulcerative colitis (UC). **(A)** Percentage of initial body weight (n = 8). **(B)** DAI score (n = 8). **(C)** Representative image of the colon length. **(D)** Colon length (n = 6). **(E)** Representative images of HE staining in the colon tissues (magnification ×200). **(F)** Histological score (n = 6). Data are show as mean ± SEM. **P < 0.01, ***P < 0.001, #*P*<0.05, ###*P*<0.001.

In DSS-induced colitis, shortening or atrophy of the colon is an important indicator. Compared with the control group, the colon length of the DSS group decreased significantly, but increased after EA treatment (**Figures 1C, D**). Then, the colon tissue was stained with HE to assess the severity of colitis. Compared with the control group, DSS mice showed overt necrosis, edema, and disappearance of crypt structures in the intestinal mucosa, as well as diffuse infiltration of the inflammatory cells. In contrast, the DSS + EA group had preserved colon morphology and reduced levels of inflammation (**Figures 1E, F**).

### EA can reduce colonic and systemic inflammation in DSS mice

Because inflammatory cytokines play an important role in the response to colitis, we detected the expression levels of proinflammatory cytokines TNF-α and IFN-γ in the serum by ELISA. As shown in **Figures 2A, B**, compared with the control group, the serum levels of these cytokines were significantly up regulated in the DSS group, while the levels of these cytokines were significantly inhibited by EA treatment. Meanwhile, through the WB experiment, we found that the expressions of IL1β, IL-6, TNF-α, and IFN-γ in the colon tissues of the DSS group were significantly higher than those of the control group. In contrast, EA treatment significantly reduced DSS-induced upregulation of these inflammatory cytokines (**Figures 2C–E**). In conclusion, these results indicate that EA has an effect on inhibiting systemic inflammation and colonic inflammation.

**Figure 2:**
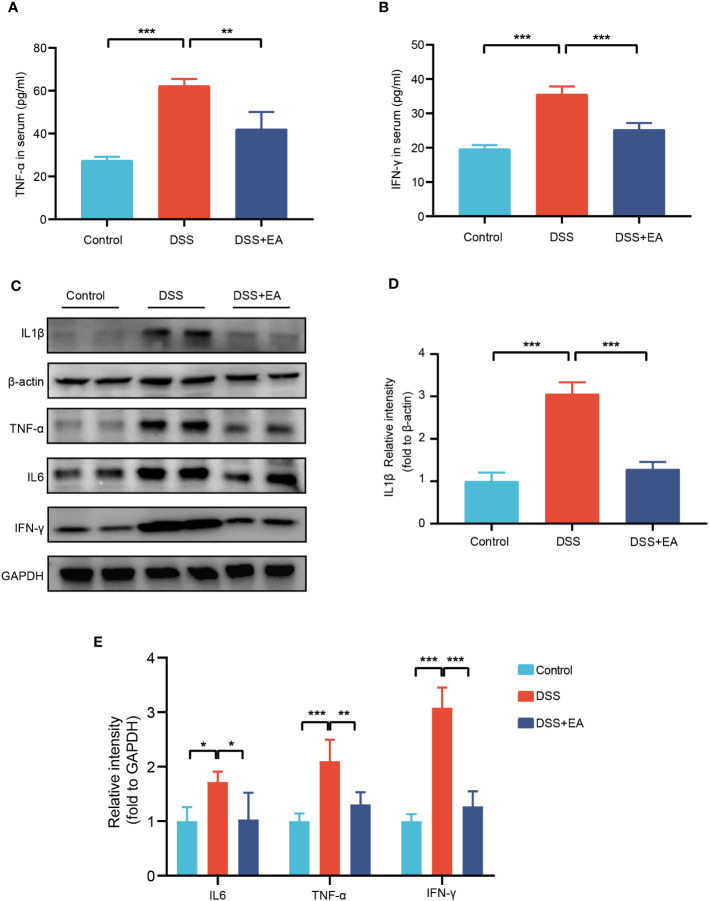
EA of ST36 inhibited systemic and colonic inflammation in DSS mice. **(A)** Serum levels of inflammatory cytokines TNF-α (n = 8). **(B)** Serum levels of inflammatory cytokines IFN-γ (n = 8). **(C)** Western blotting of IL-1β, IL-6, TNF-α, and IFN-γ expressions in colon tissues. **(D)** The relative intensities of IL-1β as normalized against β-actin (n = 4). **(E)** The relative intensities of IL-6, TNF-α, and IFN-γ as normalized against GAPDH (n = 4). Data are show as means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. To fit into the manuscript properly, the gel was reasonably trimmed.

### Analysis of mice transcriptome samples

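Total RNA from the colon of 3 mice in each of the control, DSS and DSS + EA groups was copied into full-length cDNA, amplified by PCR and sequenced on an Oxford Nanopore instrument, which reads whole cDNA molecules instead of short fragments. Dextran sodium sulfate (DSS) injures the colon epithelium when mice drink it, and the DSS and DSS + EA groups drank it at 2.5% for 7 days. EA passes a weak current through needles, here at the ST36 acupoint of both hind limbs, for 30 minutes a day over 5 days at 2 Hz and 0.2 mA, and it began after 5 days of modeling. The authors deposited the number of reads counted on each gene in each mouse, without normalization. The table used here holds 27719 genes and loci, of which 22036 carry Ensembl mouse identifiers and 4949 are listed as new genes found in the Nanopore reads. The paper's text does not name the aligner, the counting tool, the genome build or the use of strand, so reads of near-identical or overlapping genes could have been divided between them. Between 2627695 and 4235576 reads per mouse were counted, with a median of 3229346 in the control group, 3230895 in the DSS group and 3259727 in the DSS + EA group. A floor of 3 counts corresponded to between 0.708 and 1.14 CPM (counts scaled to a common library total), depending on the mouse. These 2 values use the library totals before the adjustment described below, and the lower bounds use the adjusted totals. PCR copies were not told apart from independent molecules, so floors and intervals cover counting error only.
Counts were normalized with the TMM method of edgeR, and the 12566 genes kept by its filterByExpr function were tested in one quasi-likelihood fit over all 9 libraries, in which the 3 groups share one estimate of the spread between mice. As in the paper's methods, a DEG has a log2 fold change beyond 2.5 in either direction and a P under 0.01. The methods do not name an adjustment, and the unadjusted P was used here. CPM values use library totals adjusted by TMM. With 3 mice against 3, the smallest exact two-sided permutation p is 0.1, so the p-values given for single genes come from the model fitted across all genes. A fold change against a group whose 3 libraries all hold 3 counts or fewer is given as a lower bound, computed against the floor. In a principal component analysis of log2 CPM, the first component held 57.8% of the variance and the second 17.7%. The DSS mice lay between 59.9 and 119 on the first component, the control mice between -69.2 and -58.8, and the DSS + EA mice between -33.2 and -31.3. On the second component, the control mice lay between 30.2 and 48.9 and the DSS + EA mice between -61.3 and -30.8.

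**Figure D1:**
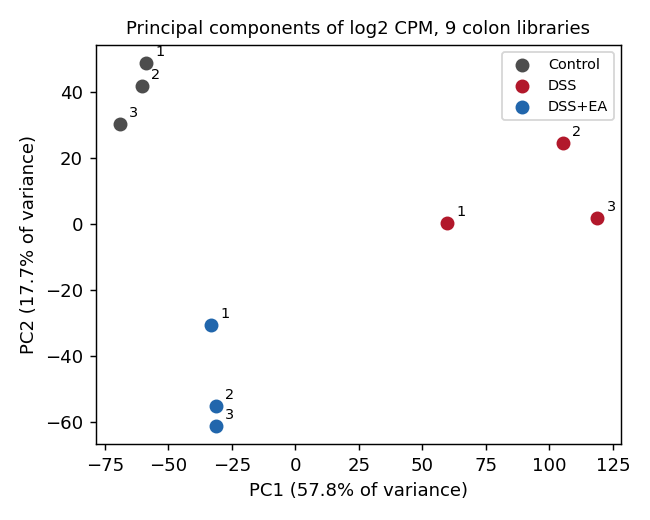
Principal components of log2 CPM for the 9 colon libraries. The x axis is the first component (57.8% of the variance) and the y axis the second (17.7%), each point is one mouse, numbered by replicate, and colors mark the groups. The DSS mice lie at 59.9 or above on the first component, and the other 6 mice lie at -31.3 or below.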

To further explore the effective mechanism of EA, mice transcriptome analysis was carried out. A volcano map of mice RNA-seq results showed that, in Control *vs.* DSS, DSS group exhibited 1614 DEGs compared with the control group, with 1076 up-regulated DEGs and 538 down-regulated DEGs (**Figure 3A**). 

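In the edgeR fit, 1280 genes were DEGs between the DSS and control groups, of which 832 were higher and 448 lower in the DSS group. The largest Benjamini-Hochberg adjusted p-value among these DEGs was 0.0287. With an adjusted p-value under 0.05 and no fold-change minimum, 5144 genes differed, 2698 higher and 2446 lower. All 3 mice of one group lay above all 3 of the other in 98.4% of the DEGs and in 52.0% of all genes tested, where chance gives 10%. A log2 fold change minimum of 1 in place of 2.5 moved the number of DEGs most, to 3663. Among the higher DEGs whose groups do not overlap, *Cxcl1* and a locus without a gene symbol, listed as a new gene found in the Nanopore reads, had the smallest P. The locus had 247 ± 25.4 CPM (SD, n = 3) in the DSS group and 9.09 ± 0.253 CPM (SD, n = 3) in the control group, a log2 fold change of 4.76 (standard error 0.21, adjusted p = 5.27e-06 from edgeR's quasi-likelihood test). Among the lower DEGs, *Gsdmc3* had the smallest P, with 2.95 ± 0.533 CPM (SD, n = 3) in the DSS group and 240 ± 120 CPM (SD, n = 3) in the control group. Its log2 fold change was -6.33 (standard error 0.40, adjusted p = 1.27e-05 from the same edgeR test), and it belongs to a family of similar gene copies between which reads could have been divided. *Atoh1*, next among the lower DEGs, had between 0 and 2 counts in the DSS mice and 35.9 ± 3.78 CPM (SD, n = 3) in the control mice, at least 42.2-fold lower with DSS (adjusted p = 1.61e-05, edgeR).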

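Between the DSS + EA and DSS groups, 806 genes were DEGs in the same fit, of which 366 were higher and 440 lower in the DSS + EA group, and their largest adjusted p-value was 0.0323. An adjusted p-value under 0.05 with no fold-change minimum was reached by 4457 genes, 2162 higher and 2295 lower. The 3 mice of one group all lay above the 3 of the other in 98.9% of the DEGs, against 47.4% of all genes tested. Of the 806 DEGs, 189 were not DEGs between the DSS and control groups, and 129 of these were higher and 60 lower in the DSS + EA group. Of the 366 higher DEGs, 23 belong to a set of 49 genes, defined after the values were seen, that have at most 10 counts in every control and DSS mouse and at least 30 counts in DSS + EA mouse 2, at least 8 times the count of DSS + EA mouse 1; digestive enzyme genes of the pancreas are among them. *Atoh1* and *Chac2* had the smallest P among the higher DEGs whose groups do not overlap. *Atoh1* was at least 35.5-fold higher in the DSS + EA group (adjusted p = 0.00011 from edgeR's quasi-likelihood test). *Chac2* had 25.0 ± 0.910 CPM (SD, n = 3) in the DSS + EA group and 2.44 ± 0.606 CPM (SD, n = 3) in the DSS group, a log2 fold change of 3.35 (standard error 0.26, adjusted p = 0.000132, edgeR). Among the lower DEGs the smallest P belonged to the locus without a gene symbol that was also among the DEGs of smallest P raised by DSS, whose log2 fold change was -4.24 (standard error 0.21, adjusted p = 2.24e-05, edgeR), and to *Csf3*, which fell from 216 ± 56.7 CPM to 2.09 ± 0.445 CPM (SD, n = 3 in each group; adjusted p = 0.00011, edgeR).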

In DSS *vs.* DSS + EA, there were also 875 DEGs between the DSS + EA and DSS groups, of which 360 were up-regulated and 515 were down-regulated (**Figure 3B**). Next, we used Venn diagram to take the intersection of DEGs screened by Control *vs.* DSS and DSS *vs.* DSS + EA. 620 DEGs were found in the intersection set which we defined as mice EA-DEGs (**Figure 3C**).

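DEGs of both comparisons numbered 617 in the edgeR fit. Of these EA-DEGs, 380 were higher in the DSS group than in the control group and lower in the DSS + EA group than in the DSS group, 237 changed in the opposite order, and 0 changed in the same direction in both comparisons. At an unadjusted P under 0.05 in both comparisons and no fold-change minimum, 4666 genes were found, of which 27 changed in the same direction and 4639 in opposite directions. Both comparisons use the same 3 DSS mice, so any chance deviation of these mice enters the 2 log2 fold changes with opposite signs. Across the 1280 DEGs of the DSS group, the slope of the log2 fold change with EA on the log2 fold change with DSS was -0.627. A slope of -1 stands for a return to the control level. Of these DEGs, 98.8% moved against the direction of the DSS change. The shared DSS mice push both values towards opposite change. A slope of 0 is therefore not the value to be had without an effect of EA, and no such value was computed for the 98.8%. With 2 DSS mice set against the control group and the remaining mouse, 1, 2 or 3, against the DSS + EA group, the slope was -0.388, -0.565 and -0.762. Each of these values rests on a single DSS mouse in the comparison with the DSS + EA group and has no replicate check, so DEGs of these fits are not given. The other 663 DEGs of the DSS group did not pass both thresholds for the DSS + EA group.

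**Figure D2:**
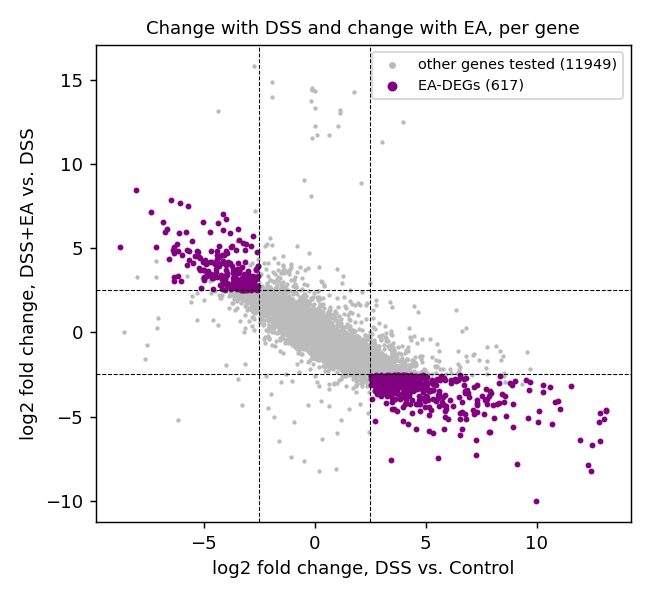
Change with EA against change with DSS for the genes tested. The x axis is the log2 fold change of the DSS group against the control group and the y axis that of the DSS + EA group against the DSS group, each point is a gene, the 617 EA-DEGs are colored, and dashed lines mark a log2 fold change of 2.5 in either direction. The EA-DEGs fill the upper left and lower right corners; the same DSS mice enter both axes, which by itself tilts the points this way.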

**Figure 3:**
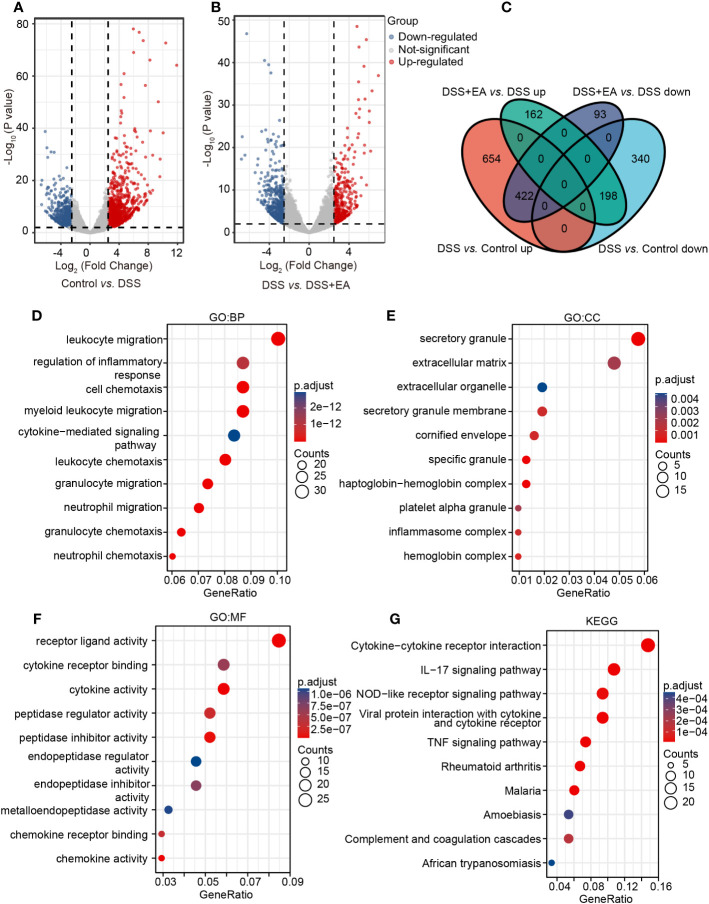
Analysis of mice transcriptome samples. **(A)** Volcano plot for DEGs in the DSS group *vs.* the control group (|log2FC| > 2.5, P < 0.01). **(B)** Volcano plot for DEGs in the DSS + EA group *vs.* the DSS group (|log2FC| > 2.5, P < 0.01). **(C)** Venn diagram of DEGs. **(D)** GO: BP terms of mice DEGs. **(E)** GO: CC terms of mice DEGs. **(F)** GO: MF terms of mice DEGs. **(G)** KEGG pathways of mice DEGs.

Next, mice EA-DEGs were analyzed by GO and KEGG pathway enrichment. According to the GO database, three different ontologies were used to annotate the genes, including BP, CC, and MF. From each, we extracted the top 10 enriched terms. In GO BP terms, the mice EA-DEGs were mostly enriched in ‘leukocyte migration’ and ‘regulation of the inflammatory response’ (**Figure 3D**). 

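GO annotations were not used here, and families of genes read from their symbols stand in for the terms. The families were chosen in view of the terms that the paper reports from these same libraries. Their p-values, here and below, are therefore not independent support for those terms. Fisher's exact test also treats genes as independent, while genes of a family can change together. Of the 28 genes tested with a chemokine ligand symbol (Ccl, Cxcl, Xcl or Cx3cl), 8 (28.6%) were EA-DEGs, against 4.86% of the other genes tested, an odds ratio of 7.83 (Fisher's exact test, two-sided, p = 4.18e-05, or 0.000209 after Benjamini-Hochberg adjustment over the 5 families tested). *Ccl2*, *Ccl11*, *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl5* and *Cxcl13* were higher with DSS and lower with EA, and *Xcl1* changed in the opposite order. *Pf4*, a CXC chemokine whose symbol leaves it out of this count, was noticed after its values were seen; it was also an EA-DEG, with a log2 fold change of 3.83 with DSS and -3.97 with EA. The odds ratio moved most, to 17.7, when genes were called by glmTreat, which tests whether a fold change exceeds the minimum. Another split of the 6 DSS and DSS + EA mice gave a p-value of 2.8e-05 for the same family, from 27 EA-DEGs. Of 12 neutrophil marker genes listed before the counts were opened, 10 were tested. All 10 were higher in the DSS group than in the control group at an adjusted p-value under 0.05, with a median log2 fold change of 9.40. The list averaged between 0.388 and 1.066 log2 CPM in the control mice, near the floor. The size of this median is therefore uncertain, and it is not a lower bound. In the DSS + EA group 8 of the 10 were lower than in the DSS group at the same adjusted p-value, with a median log2 fold change of -4.15, and adjustment within the list alone also gave 10 and 8 genes.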

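Of the 13 matrix metalloproteinase genes tested, 5 (38.5%) were EA-DEGs, namely *Mmp3*, *Mmp8*, *Mmp9*, *Mmp12* and *Mmp13*, against 4.88% of the other genes tested, an odds ratio of 12.2 (Fisher's exact test, p = 0.00026, adjusted p = 0.00065). All 5 were higher with DSS and lower with EA. These enzymes cut proteins of the extracellular matrix. Of the 10 *S100a* genes tested, 3 were EA-DEGs, an odds ratio of 8.33 (Fisher's exact test, p = 0.0109, adjusted p = 0.0165), and *S100a4*, *S100a8* and *S100a9* all rose with DSS and fell with EA. *S100a8*, a protein gene of neutrophils singled out after its values were seen, had 1.30 ± 0.829 CPM (SD, n = 3) in the control group, 12230 ± 9251 CPM (SD, n = 3) in the DSS group and 487.5 ± 140.1 CPM (SD, n = 3) in the DSS + EA group. Its log2 fold change with EA was -4.65 (standard error 0.77, adjusted p = 0.00211 from edgeR's quasi-likelihood test).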

In GO CC terms, the mice EA-DEGs were mostly enriched in ‘secretory granule’ and ‘extracellular matrix’ (**Figure 3E**). 

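Ligands of cytokine receptors among the EA-DEGs included 3 of the 11 interleukin genes tested (27.3%, odds ratio 7.29, Fisher's exact test, p = 0.0145, adjusted p = 0.0165). *Il6* and *Il19* were higher with DSS and lower with EA, and *Il15* changed in the opposite order. *Il6* had between 0 and 1 counts in the control mice and 39.8 ± 13.7 CPM (SD, n = 3) in the DSS mice, at least 41-fold higher with DSS (adjusted p = 3.19e-05 from edgeR's quasi-likelihood test). In the DSS + EA group it had 2.12 ± 0.785 CPM (SD, n = 3), a log2 fold change against the DSS group of -4.22 (standard error 0.42, adjusted p = 0.000321, edgeR).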

In GO MF terms, the mice EA-DEGs were mostly enriched in ‘receptor ligand activity’ and ‘cytokine receptor binding’ (**Figure 3F**). Based on KEGG pathway analysis, we found that EA regulated the top three pathways, including ‘cytokine-cytokine receptor interaction,’ ‘IL-17 signaling pathway,’ and ‘NOD-like receptor signaling pathway’ (**Figure 3G**).

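KEGG annotations were not used here. Of 31 interleukin and chemokine receptor genes tested, 5 (16.1%) were EA-DEGs, an odds ratio of 3.75 (Fisher's exact test, p = 0.0165, adjusted p = 0.0165). They were *Ackr3*, *Il17ra*, *Il18rap*, *Il1r1* and *Il1r2*, and all 5 were higher with DSS and lower with EA. *Nlrp3*, which encodes a NOD-like receptor, had 0 counts in every control mouse and 16.6 ± 10.0 CPM (SD, n = 3) in the DSS group, at least 17.1-fold higher (adjusted p = 0.000733 from edgeR's quasi-likelihood test). It had 2.05 ± 0.493 CPM (SD, n = 3) in the DSS + EA group, with a log2 fold change against the DSS group of -2.98 (standard error 0.60, adjusted p = 0.0076, edgeR). A test of whether this change exceeds the fold-change minimum gave an unadjusted P of 0.0817, so under that setting *Nlrp3* was not an EA-DEG. Other genes of this family, looked up after their values were seen, changed in the opposite order: *Nlrp6*, *Nlrp9b* and *Nlrp10* were EA-DEGs that were lower with DSS and higher with EA.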

### Analysis of human transcriptome samples

To fully understand the transcriptional changes caused by the disease, 28 human samples from GSE38713 of the GEO database were analyzed to further verified the results of mice experiments. In the UC patient group, 137 DEGs were up-regulated and 49 DEGs were down-regulated compared with the normal subjects’ group (**Figure 4A**). We defined these 186 DEGs as human DEGs. In GO BP terms, the human DEGs were mostly enriched in ‘humoral immune response’ and ‘leukocyte migration’ (**Figure 4B**). In GO CC terms, the human DEGs were mostly enriched in ‘vesicle lumen’ and ‘cytoplasmic vesicle lumen’ (**Figure 4C**). In GO MF terms, the human DEGs were mostly enriched in ‘receptor ligand activity’ (**Figure 4D**). Many results were similar to the transcription data collected from mice. In the same way, KEGG showed that ‘cytokine–cytokine receptor interaction’ and ‘IL-17 signaling pathway’ were two of the most significant changes in the human samples, which is consistent with our data (**Figure 4E**).

**Figure 4:**
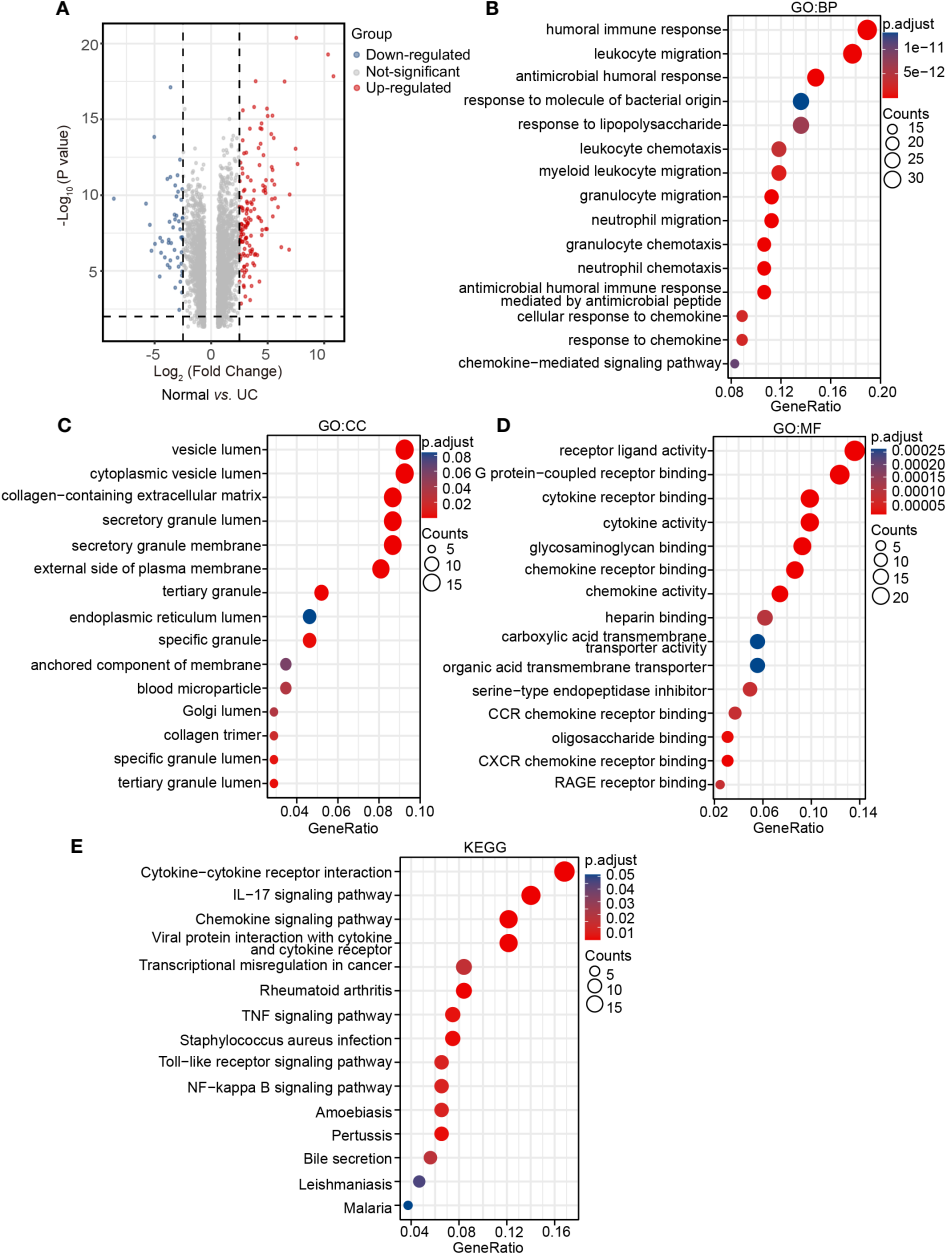
Analysis of human transcriptome samples. **(A)** Volcano plot for human DEGs in the UC group *vs*. the normal group (|log2FC| > 2.5, P < 0.01), **(B)** GO: BP terms of human DEGs. **(C)** GO: CC terms of human DEGs. **(D)** GO: MF terms of human DEGs. **(E)** KEGG pathways of human DEGs.

### Integrating mice and human DEGs

To further clarify which genes were regulated by EA in mice and those that show high differences in human UC, we integrated mice EA-DEGs and human DEGs. The STRING database was used for homologous gene transformation, and we found that 18 co-differentially expressed genes (co-DEGs) between mice EA-DEGs and human DEGs. This finding suggests that the 18 co-DEGs genes play a crucial role not only in the regulation of DSS mice by EA, but also in the pathogenesis of human UC disease. (**Figure 5A**). 

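The human samples were not analysed here, and the mouse side of the comparison is as follows. The paper took the genes of Figure 5B from EA-DEGs that it had called in these same libraries at the same thresholds. Finding them again is therefore not independent support. All 10 genes drawn in Figure 5B (*Ccl11*, *Cxcl1*, *Cxcl3*, *Cxcl5*, *Cxcl13*, *Mmp3*, *Mmp9*, *Mmp12*, *Plau* and *Timp1*) were among the EA-DEGs, each higher with DSS and lower with EA. Under glmTreat 4 of the 10 were not, with an unadjusted P of 0.0145 for *Plau* with DSS and of 0.0772 for *Cxcl3*, 0.0794 for *Mmp12* and 0.0906 for *Timp1* with EA. *Timp1*, an inhibitor of metalloproteinases, had 3.84 ± 0.336 CPM in the control group, 315 ± 149.5 CPM in the DSS group and 47.0 ± 13.1 CPM in the DSS + EA group (SD, n = 3 in each), with a log2 fold change of 6.34 with DSS (standard error 0.43, adjusted p = 1.82e-05, edgeR) and -2.75 with EA (standard error 0.35, adjusted p = 0.000699, edgeR). Without DSS mouse 3 the change with EA was -2.34, under the fold-change minimum. *Plau*, which encodes the urokinase plasminogen activator, had a log2 fold change of 3.17 with DSS (standard error 0.38, adjusted p = 0.000265, edgeR) and -3.60 with EA (standard error 0.40, adjusted p = 0.000436, edgeR). *Ccl11*, a chemokine for eosinophils, had 4.59 ± 1.43, 60.2 ± 39.2 and 4.73 ± 1.57 CPM in the control, DSS and DSS + EA groups (SD, n = 3 in each), and its log2 fold change with EA was -3.65 (standard error 0.54, adjusted p = 0.00132, edgeR).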

Then, based on the identified co-DEGs, a PPI network was constructed using the STRING database. We found that these co-DEGs were mainly divided into two categories: Matrix metalloproteinase (*Mmp9*, *Mmp12*, and *Mmp3*); and the CXC family of chemokines (*Cxcl1*, *Cxcl3*, *Cxcl5*, and *Cxcl13*) (**Figure 5B**).

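*Mmp3* had 1.99 ± 0.593 CPM in the control group, 770 ± 289 CPM in the DSS group and 55.3 ± 9.08 CPM in the DSS + EA group (SD, n = 3 in each). Its log2 fold change was 8.57 with DSS (standard error 0.42, adjusted p = 5.27e-06 from edgeR's quasi-likelihood test) and -3.80 with EA (standard error 0.32, adjusted p = 0.000161, edgeR). *Mmp9* changed by 5.91 with DSS (standard error 0.82, adjusted p = 0.000525, edgeR) and by -4.35 with EA (standard error 0.71, adjusted p = 0.00203, edgeR) on the log2 scale. *Mmp12* had 0 to 2 counts in the control mice and between 3 and 7 in the DSS + EA mice, and it was at least 14.2-fold higher in the DSS group than in the control group. Its log2 fold change with EA was -3.04 (standard error 0.66, adjusted p = 0.00718, edgeR) and -2.49, under the fold-change minimum, without DSS mouse 2. *Cxcl5* was at least 93.1-fold higher in the DSS group than in the control group, where no mouse had over 1 count, and changed by -4.11 with EA (standard error 0.52, adjusted p = 0.000688, edgeR). *Cxcl13* had 12.9 ± 6.02, 1432 ± 740 and 118 ± 48.0 CPM in the control, DSS and DSS + EA groups (SD, n = 3 in each), and its log2 fold change was -3.60 with EA (standard error 0.54, adjusted p = 0.00131, edgeR). *Cxcl3* had 0 counts in every control mouse and 25, 420 and 242 counts in the DSS mice, at least 60.1-fold higher. With 31, 19 and 6 counts in the DSS + EA mice, its values overlapped those of the DSS group, and its log2 fold change with EA was -3.24 (standard error 0.87, adjusted p = 0.0228, edgeR). *Cxcl3* was no longer an EA-DEG in 5 of the 9 fits that each left out a mouse, where the log2 fold change with EA lay between -3.73 and -2.78. *Cxcl1*, *Cxcl2* and *Cxcl3* have similar sequences, so reads could have been divided between them.

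**Figure D3:**
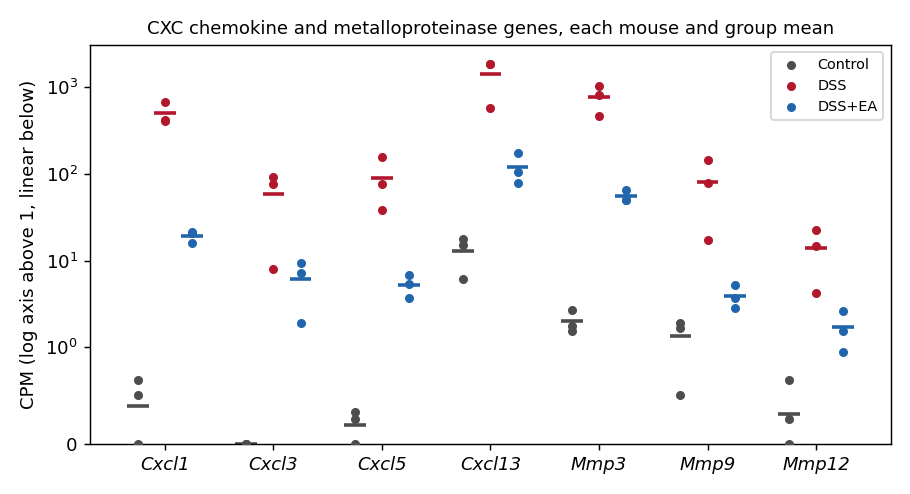
CPM of the CXC chemokine and metalloproteinase genes in each mouse. The x axis lists the genes, the y axis gives CPM on a log scale above 1 and a linear scale below it, each point is one of 3 mice per group, and bars are group means. *Cxcl3* is the gene for which a DSS mouse falls within the range of the DSS + EA mice.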

**Figure 5:**
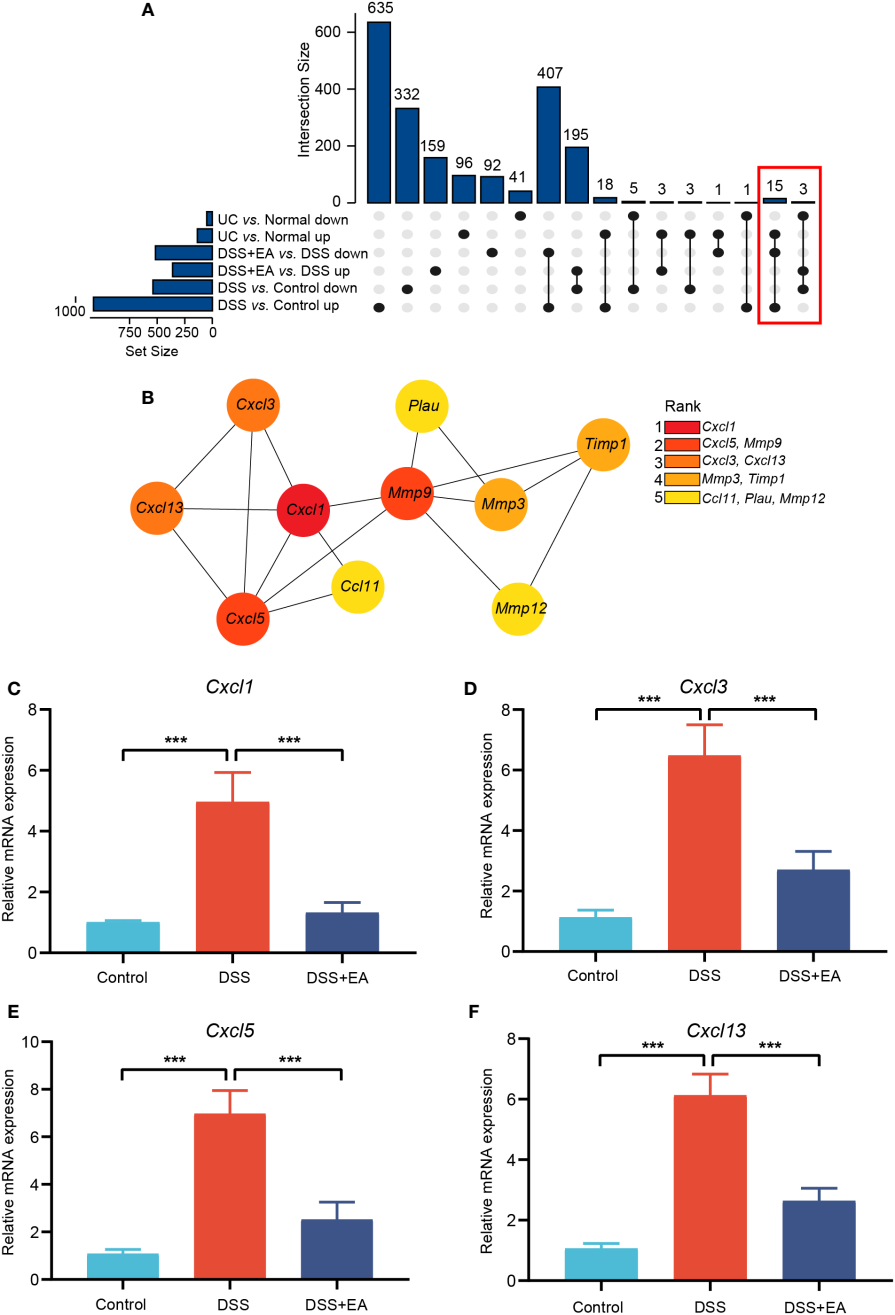
Integrating mice and human DEGs. **(A)** UpSet plot of co-DEGs. **(B)** Subnetwork of co-DEGs identified in STRING. Co-DEGs identified by cytoHubba. Red-yellow color gradient reflects (from high to low) each node’s connection degree. **(C)** Relative expression of *Cxcl1* mRNA (n = 6). **(D)** Relative expression of *Cxcl3* mRNA (n = 6). **(E)** Relative expression of *Cxcl5* mRNA (n = 6). **(F)** Relative expression of *Cxcl13* mRNA (n = 6). Data are show as mean ± SEM. ***P < 0.001.

We used cytoHubba, a plugin of Cytoscape, to find the core gene regulated by EA. With the MCC algorithm, *Cxcl1* was identified as the core gene (**Figure 5B**). 

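*Cxcl1* had 2, 2 and 0 counts in the 3 control mice, 1255, 3111 and 1322 counts in the DSS mice and 52, 57 and 65 counts in the DSS + EA mice. This corresponds to 497 ± 155 CPM (SD, n = 3) in the DSS group and 19.2 ± 2.98 CPM (SD, n = 3) in the DSS + EA group. With every control library at or under the floor, *Cxcl1* was at least 513-fold higher in the DSS group than in the control group (adjusted p = 5.27e-06 from edgeR's quasi-likelihood test). Its log2 fold change with EA was -4.69 (standard error 0.34, adjusted p = 0.00011, edgeR), which is 25.8-fold lower and larger than the spread between the mice of either group. With each mouse left out in turn, this log2 fold change stayed between -4.81 and -4.41, and *Cxcl1* was a DEG of both comparisons in all 9 of these fits. It stayed at least 19.8-fold higher in the DSS + EA group than in the control group (adjusted p = 0.0012, edgeR). From the genes shared by the mouse EA-DEGs and the human DEGs, and their ranking in the STRING network with the MCC algorithm of cytoHubba, the paper concludes that *Cxcl1* is the core gene regulated by EA.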

Finally, it was found that EA had a significant inhibitory effect on these CXC family chemokines mRNA expression compared to the DSS group by qRT-PCR validation (**Figures 5C–F**).

### Profile of immune infiltration in UC

By using the ImmuCellAI database, we analyzed immune infiltrations of GSE38713. As shown in **Figure 6A**, the fraction of DC, NK, CD4+ T, CD4 naïve T, nTreg, iTreg, Th1, Th2, and Tfh cells in the UC group had higher levels than the normal group; however, the levels of monocytes, CD8 naïve cells, cytotoxic cells, MAIT, and effector memory cells were lower. We then found that *Cxcl1* expression levels were closely correlated with Th1, Tfh, CD4+ T, nTreg, and CD4 naïve T cells (Pearson’s correlation coefficient > 0.5, P < 0.01) (**Figure 6B**). These results further indicate that *Cxcl1* is strongly associated with IICs. The results suggest that EA may affect IICs by inhibiting the expression of *Cxcl1*, thereby treating UC.

**Figure 6:**
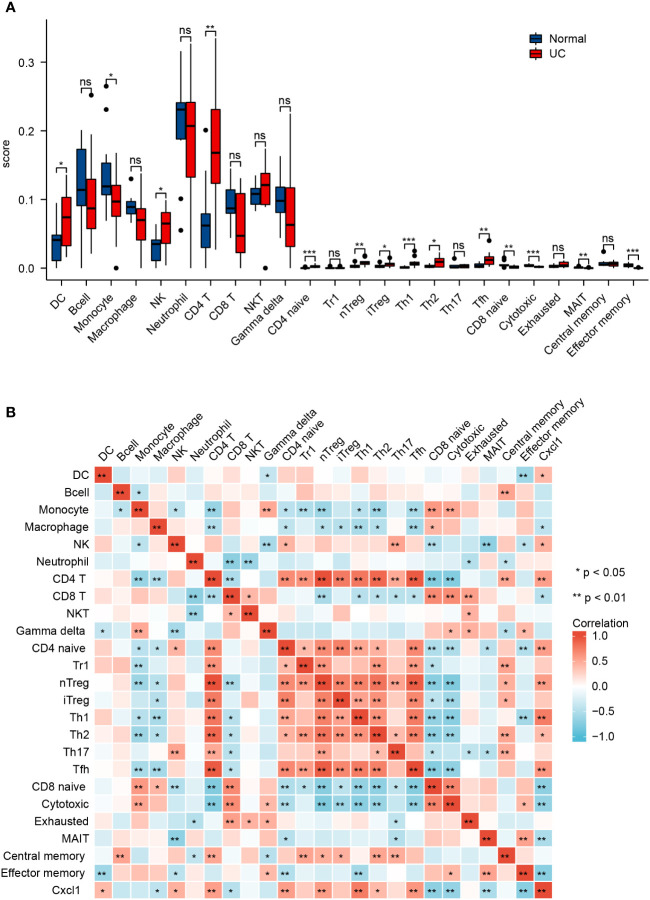
Profile of immune infiltration in UC. **(A)** Violin plot for the different proportions of IICs between the UC group and the normal group. **(B)** Correlation heatmap between IICs and Cxcl1 in the UC group. Data are show as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

### EA can regulate the polarization of macrophages by affecting the Th1 cytokine IFN-γ, thereby inhibiting the expression of CXCL1

By WB and IF, we founded that EA significantly reduced CXCL1 expression in UC mice (**Figures 7A–C**). But what pathway does EA affect the expression of CXCL1? As shown in the previous studies, CXCL1 was mainly secreted by activated macrophages. (27). Macrophages play a crucial role in the continuous renewal of intestinal epithelial cells and the maintenance of immune balance in the intestinal mucosa (28). Moreover, they exert a substantial impact on UC by modulating their phenotype polarization, either towards pro-inflammatory (M1) or anti-inflammatory (M2), in response to various environmental stimuli (28, 29). For this reason, we investigated the effects of EA on macrophage M1/M2 polarization. We gated M1 macrophages with markers F4/80, CD86 (F4/80+ CD86+ cells), and M2 macrophages with markers F4/80 and Arg1 (F4/80+ Arg-1+ cells) (**Figures 8A, C**). The results show that EA could promote M2 polarization of UC macrophages and inhibit M1 polarization (**Figures 8B, D**). Because macrophage polarization is induced by Th1 cytokine IFN-γ(30), we gated Th1 cytokine IFN-γ with markers CD4 and IFN-γ (CD4+ IFN-γ+ cells). The results showed that Th1 cytokine IFN-γ was increased after DSS modeling but was significantly reduced by EA treatment (**Figures 9A, B**), which is highly consistent with the results of human colon gene expression dataset immune infiltration analysis.

**Figure 7:**
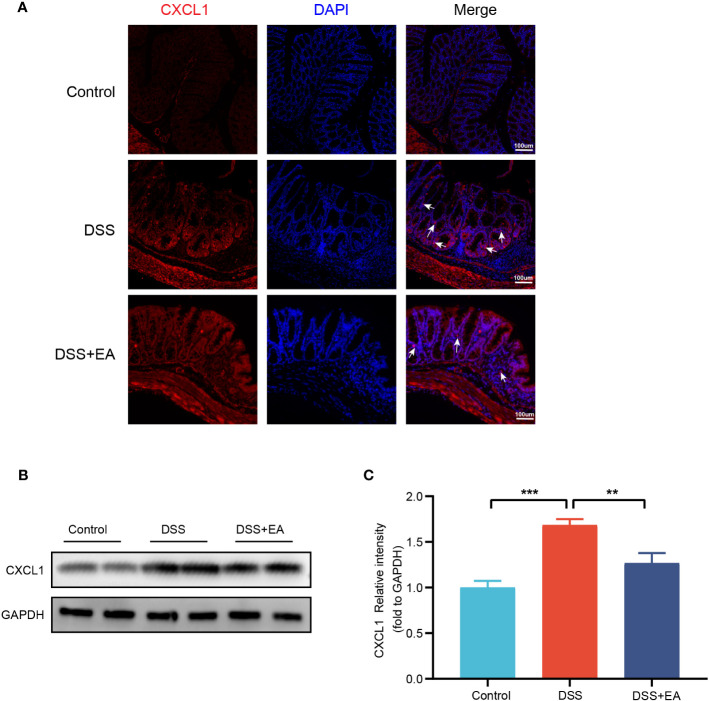
Colonic CXCL1 expression in the different groups. **(A)** CXCL1 immunohistochemical staining (red expresses CXCL1-positive cells and blue expresses DAPI). **(B)** Western blot of CXCL1 expressions in colon tissues. **(C)** The relative intensities of CXCL1 as normalized against GAPDH (n = 4). Data are show as mean ± SEM. **P < 0.01, ***P < 0.001. To fit into the manuscript properly, the gel was reasonably trimmed.

**Figure 8:**
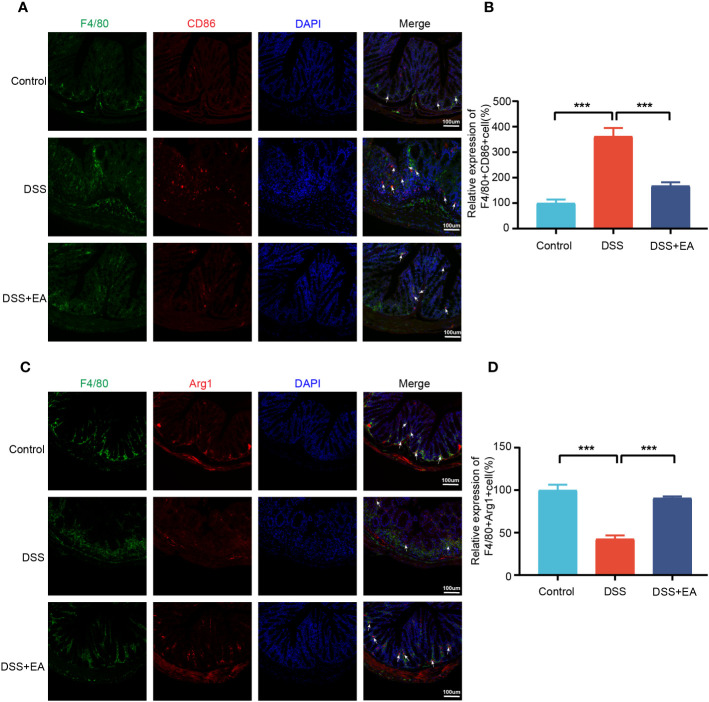
Colonic macrophage polarization in the different groups. **(A)** Colon macrophages M1 polarizations were stained with anti-F4/80 and anti-CD86 antibodies and observed by fluorescence image (green expressed F4/80+ cells, red expressed CD86+ cells, and blue expressed DAPI; the white arrow represents F4/80+CD86+ cells). **(B)** The relative expression of macrophage M1 polarization (F4/80+CD86+) in three groups (n=3). **(C)** Colon macrophages M2 polarizations were stained with anti-F4/80 and anti-Arg1 antibodies and observed by fluorescence image (green expressed F4/80+ cells, red expressed Arg1+ cells, and blue expressed DAPI; the white arrow represents F4/80+ Arg1+ cells). **(D)** The relative expression of macrophage M2 polarization (F4/80+Arg1+) in three groups (n = 3). Data are show as mean ± SEM. ***P < 0.001.

**Figure 9:**
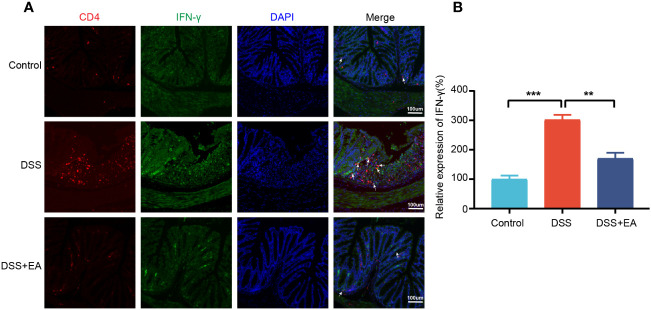
Colonic Th1 cytokine IFN-γ in the different groups. **(A)** Colon Th1 cytokine IFN-γ was stained with anti-CD4 and anti-IFN-γ antibodies and observed by fluorescence image (green expressed IFN-γ+ cells, red expressed CD4+ cells, and blue expressed DAPI; the white arrow represents CD4+ IFN-γ+ cells. **(B)** The relative expression of Th1 cytokine IFN-γ (CD4+ IFN+) in the three groups (n = 3). Data are show as mean ± SEM. **P < 0.01, ***P < 0.001.

## Discussion

This study showed that EA is able to effectively improve the inflammatory cells infiltrations, hyperemia, edema, and ulceration of the colon in UC mice; and reduce the DAI score and the expression levels of serum TNF-α and IFN-γ as well as colonic IL-1β, IL-6, TNF-α, and IFN-γ. These findings indicate the positive role of EA in the treatment of UC. Since the genetic similarity between humans and mice makes mice a popular model to study human diseases (12), we next analyzed the transcription data of mice and compared it with human colon gene expression dataset GSE38713, so that the bioinformatics analysis results are more consistent with the clinical disease characteristics. Finally, eighteen co-DEGs were identified in joint bioinformatics analyses of mice and human transcriptional data, among which *Cxcl1* was the core gene. EA could affect IICs by inhibiting *Cxcl1* mRNA expression, and that EA regulated the polarization of macrophages by affecting the Th1 cytokine IFN-γ, thereby inhibiting the expression of CXCL1 immune response related pathways, such as ‘leukocyte migration,’ ‘secretory granule,’ ‘receptor ligand activity,’ and ‘IL-17 signaling pathway’, which were mainly enriched in both mice and human data.

According to previous studies, dysregulated genes in UC are primarily associated with immune function (31, 32), and ‘leukocyte migration,’ and ‘IL-17 signaling pathway’ contributes to inflammation and tissue damage in the colon (33, 34). In addition, EA has also been reported to modulate immune factors and promote colon recovery (35–37). Our functional annotation and pathway enrichment of RNA-seq data from mice and humans reveal that the immune process plays a crucial role in UC pathogenesis, and the mechanism of EA in treating UC may relate to regulating these immune processes.

Eighteen co-DEGs were identified by integrating homologous gene in mice and human transcriptome data. These co-DEGs were divided into two main categories: matrix metalloproteinases (*Mmp9*, *Mmp12*, and *Mmp3*) and the CXC family of chemokines (*Cxcl1*, *Cxcl3*, *Cxcl5*, and *Cxcl13*). Among them, *Cxcl1* was identified as the core gene by cytoHubba. To confirm the results of the bioinformatics analysis, the mRNA expression levels of *Cxcl1*, *Cxcl3*, *Cxcl5*, and *Cxcl13* were validated by qRT-PCR, which were consistent with the bioinformatics results. Chemokines may play an important role in the pathogenesis of UC, and recruit neutrophils into the gut and cause various inflammatory effects (38), including neutrophil activation, particle extravasation, and production of metalloproteinases to degrade the matrix (39, 40). Chemokines have also been implicated in the mechanism of UC from clinical and animal studies (41, 42) and there is evidence that chemokines can be used as biomarkers or targets to treat UC (43, 44). Such previous findings indicate that the CXC family of chemokines are essential targets in the regulation of UC by EA. To further clarify the correlation between *Cxcl1* and immune cells in UC, the ImmuCellAI database was used to calculate the infiltration fraction of 24 immune cells, and a correlation analysis confirmed that Cxcl1 correlated with Th1, Tfh, CD4+ T, nTreg, and CD4 naïve T cells.

*Cxcl1*, as a core gene closely related to immune cells in UC, is considered to be a key target for acupuncture treatment in inflammatory diseases (45, 46). Again, our research confirms this conclusion. 

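*Cxcl1* (ENSMUSG00000029380) lies on chromosome 5 of the mouse genome build GRCm38, from 90891241 to 90893115 on the + strand, and is annotated in GENCODE M21 as a protein-coding gene with 2 transcripts. The protein-coding transcript has 4 exons and 953 bases, and the other retains intron sequence. The genes of 2 other CXC chemokines measured in the paper lie nearby on the same chromosome and strand, *Cxcl5* from 90759360 to 90761624 and *Cxcl3* from 90786103 to 90789600, while *Cxcl13* lies from 95956951 to 95961068. The *Cxcl1* primers of Supplementary Table 3, CTGGGATTCACCTCAAGAACATC and CAGGGTCAAGGCAAGCCTC, each match transcripts of *Cxcl1* and of no other gene exactly. Of the other primers listed there, the *Cxcl3* forward primer matches transcripts of *Cxcl2* as well as *Cxcl3*. The *Cxcl3* reverse primer matches *Cxcl3* only, so the pair matches *Cxcl3* alone exactly, where it encloses 191 bases. The *Cxcl5* forward primer has no exact match in the GENCODE M21 transcripts, and the *Cxcl5* reverse primer matches *Cxcl5* only. On the protein-coding transcript of *Cxcl1*, the *Cxcl1* primers enclose 117 bases, from base 189 in exon 2 to base 305 in exon 3. The product thus spans an intron of the gene. On the intron-retaining transcript of *Cxcl1* they enclose 232 bases. The coordinates are those of the reference annotation, since the paper's text does not name the build used for the counts.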

CXCL1 is a chemokine that belongs to the CXC sub-family (27). In 2013, Katia De Filippo et al. (47) reported that macrophage chemokines CXCL1/CXCL2 control the early stage of neutrophil recruitment during tissue inflammation. Having arrived within the stimulated tissue, neutrophils penetrate further in a macrophage-dependent manner. In 2021, Moin et al. (48) found that the release of chemokines, including CXCL1 from activated M1 macrophages, is characteristic of the activation of basic M1 macrophages. Thus, it can be seen that macrophages have a close relationship with CXCL1. In the gastrointestinal mucosa, macrophages are widely distributed, mainly in the natural layer (LP) near the epithelium and in the smooth layer (SM) (49–51). Such distributional character indicates that macrophages play a vital role in the regulation of inflammation, the homeostasis of adipose tissue, and the defense of the host (51). It is further discovered that the imbalance of M1/M2 phenotypes of macrophages polarization has been shown to contribute to the exacerbation of colitis in the murine model of IBD (52). M1 macrophage phenotypes are characterized by secreting cytokines such as CD86, IL-1β, TNF-α, and ROS, inducing inflammation and clearing pathogens, and involved in the induction of T helper 1 cells (Th1) and Th17 responses (28, 53). In the inflamed gut’s lamina propria, M1 macrophages with pro-inflammatory properties degrade tight junction proteins, impair the epithelial barrier, and trigger apoptosis in epithelial cells, culminating in an overabundance of inflammation (54, 55). Conversely, M2 macrophages are commonly distinguished by the up-regulation of factors, including ARG1, IL-10, CD163, and CD206, which factors have the potential to impede excessive inflammation and facilitate tissue healing (28). It was identified that EA effectively mitigates DSS-induced colitis by modulating macrophage polarization through the suppression of NLRP3/IL-1β and the promotion of Nrf2/HO-1 (56). Additionally, previous studies have also confirmed that EA could effectively decrease the expression of IFN-γ and TLR4 (the factor that induced macrophages M1 polarization) while increase the expression level of IL-10 (the factor that induced macrophages M2 polarization) in the colon of DSS-induced mice (10, 56).

Our study proved that EA may involves in macrophage polarization in UC and EA favors M2 macrophage polarization while suppressing M1 macrophage polarization. We find that *Cxcl1* is closely related to Th1 cells by immune infiltration analysis. Furthermore, EA regulation of Th1 cytokine IFN-γ, a major macrophage activation factor responsible for M1 macrophage activation (57), was confirmed by IF detection. Our findings have not only identified *Cxcl1* as the core gene involved in the treatment of UC through EA but have also provided initial insights into the mechanism by which EA regulates the differentiation of Th1 cytokine IFN-γ, consequently influencing the polarization of macrophages and potentially impacting the immune mechanism underlying CXCL1 secretion.

## Conclusions

In conclusion, our study confirmed the positive effect of EA on UC. Further, it revealed that CXCL1 is the critical target for EA to take effect, and that the underlying immune mechanism is related to Th1 cytokine IFN-γ.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE227407; https://www.ncbi.nlm.nih.gov/geo/, GSE38713.

## Ethics statement

The animal study was approved by Animal Experimental Ethics Committee of the Chengdu University of Traditional Chinese Medicine. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

R-BZ drafted the manuscript and analyzed the data. L-CD performed most of the experiments. R-BZ and L-CD performed animal breeding and part of the animal experiments. Q-FW and S-GY performed and supervised the study. YS and H-YL provided suggestions for this study and revised the article. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Electroacupuncture alleviates ulcerative colitis by targeting CXCL1: evidence from the transcriptome and validation
**Source:** Front Immunol. 2023 Sep 1;14:1187574. doi: 10.3389/fimmu.2023.1187574
**Supplement:** Supplementary file 1

| **Feature** | **Score** | **Description** |
| --- | --- | --- |
| Body weight loss | 0 | 0% |
|  | 1 | 1-5% |
|  | 2 | 6-10% |
|  | 3 | 11-15% |
|  | 4 | >15% |
| Feces status | 0 | Normal |
|  | 2 | Loose stools |
|  | 4 | Watery stool |
| Occult/Bloody stools | 0 | Normal |
|  | 2 | Hemoccult positive |
|  | 4 | Hematochezia with nakedeyes |

Supplementary Table 1 Sores of disease activity index (DAI)

# Supplementary material for: Electroacupuncture alleviates ulcerative colitis by targeting CXCL1: evidence from the transcriptome and validation
**Source:** Front Immunol. 2023 Sep 1;14:1187574. doi: 10.3389/fimmu.2023.1187574
**Supplement:** Supplementary file 2

| Feature | Score | Description |
| --- | --- | --- |
| Inflammation | 0 | None |
|  | 1 | Minimal multifocal inflammation (few foci) |
|  | 2 | Moderate multifocal inflammation (numerous foci) |
|  | 3 | Severe multifocal coalescing inflammation |
| Extent | 0 | None |
|  | 1 | Mucosa |
|  | 2 | Mucosa and submucosa |
|  | 3 | Transmural |
| Crypt damage | 0 | None |
|  | 1 | Basal 1/3 damaged |
|  | 2 | Basal 2/3 damaged |
|  | 3 | Only surface epithelium intact |

Supplementary Table 2 Histological scores of colitis.

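This table gives the scale behind the histological score of Figure 1F. Each stained colon section receives a grade for the intensity of inflammation, a grade for how deep the inflammation reaches through the layers of the colon wall, from the mucosa (the inner lining) through the submucosa to the whole wall, and a grade for the loss of crypts, the pits of the epithelium that hold its dividing cells. A higher grade stands for more severe colitis in each. The methods state that inflammation extent and crypt damage were combined into one score, and do not give the rule for combining them. The scores were read from sections of colon and not from RNA, and no count of reads enters them.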

# Supplementary material for: Electroacupuncture alleviates ulcerative colitis by targeting CXCL1: evidence from the transcriptome and validation
**Source:** Front Immunol. 2023 Sep 1;14:1187574. doi: 10.3389/fimmu.2023.1187574
**Supplement:** Supplementary file 3

| Primer name | Sequence (5' -> 3') |
| --- | --- |
| *Cxcl1-F* | CTGGGATTCACCTCAAGAACATC |
| *Cxcl1-R* | CAGGGTCAAGGCAAGCCTC |
| *Cxcl3-F* | CCAGACAGAAGTCATAGCCAC |
| *Cxcl3-R* | CGTTGGGATGGATCGCTTTTC |
| *Cxcl5-F* | TCCAGCTCGCCATTCATGC |
| *Cxcl5-R* | TTGCGGCTATGACTGAGGAAG |
| *Cxcl13-F* | GGCCACGGTATTCTGGAAGC |
| *Cxcl13-R* | GGGCGTAACTTGAATCCGATCTA |
| *β-actin-F*  *β-actin-R* | GGCTGTATTCCCCTCCATCG  CCAGTTGGTAACAATGCCATGT |

Supplementary Table 3 qPCR primer name and sequence

How the deposited data were processed for this re-analysis (not part of the article)

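Colon RNA of 9 mice was measured, with 3 mice in each of the control, DSS and DSS + EA groups, and 1 library per mouse. According to the labels of the samples, full-length cDNA was made from total RNA, amplified by PCR and sequenced on an Oxford Nanopore PromethION instrument. The authors deposited a table of whole-number read counts per gene, without normalization, and the paper's text does not name the aligner, the counting tool, the genome build, the annotation or the use of strand. Reads of near-identical genes, overlapping genes and antisense genes could therefore have been divided between them in the deposited counts. The table has 27733 lines, of which 14 hold no counts and were skipped; of the 27719 genes used, 5620 had no count in any library. Ensembl identifiers were carried by 22036 genes, of which 22022 are in GENCODE M21, the annotation used here for positions and transcript lengths. A further 4949 were listed as new genes, 375 as known long non-coding RNA genes and 359 as further long non-coding RNA genes. Columns were assigned to mice by names that match the labels of the samples, and no 2 libraries of a group held the same values.

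Library totals lay between 2627695 and 4235576 counts. Before the TMM adjustment of these totals, 3 counts, the floor used for lower bounds, corresponded to between 0.708 and 1.14 CPM. The lower bounds and the CPM values of genes use the adjusted totals. The pancreatic shares of the DSS + EA mice are given with Wilson 95% confidence intervals, which cover counting error only. Other shares of counts are given without intervals.

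Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by group, a prior count of 0.125 and the quasi-likelihood F test), in one fit over the 9 libraries with the group as the only term. This kept 12566 genes. A DEG has a log2 fold change beyond 2.5 in either direction and an unadjusted P under 0.01, the thresholds of the paper's methods, which do not name an adjustment; counts at a Benjamini-Hochberg adjusted p-value under 0.05 are given beside them. Standard errors of log2 fold changes are those implied by the F statistic, the log2 fold change divided by its square root. EA-DEGs are DEGs of both the DSS against control and the DSS + EA against DSS comparisons. Families of genes were read from gene symbols and tested with Fisher's exact test against the other genes tested, and GO and KEGG annotations were not used here. The families were chosen in view of the terms the paper reports from these same libraries, so their p-values describe these data and are not independent support. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for annotation and figures. Groups of 3 are too small for a test of single outlying samples, and none was made.

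The functions were tested on simulated counts for 12566 genes, with 200 of them changed by known fold changes. The edgeR fit kept 12181 of these genes, called 94.5% of the changed genes and 7 unchanged genes, with 0 called in the wrong direction. DESeq2 1.42.0 tested 12562 genes and called 95% of the changed genes and 6 unchanged genes. A slope of -0.8 between 2 comparisons, the same for every changed gene, was recovered as -0.78 across the changed genes that were called. The changed genes were drawn from those with expected counts well above the floor, and all their fold changes exceeded the minimum. The simulation therefore does not show how the functions perform for genes near the floor, for changes near the minimum or when as many genes change as in the data.

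The mapping of samples, the tests and their designs, the alternatives and the rule for the genes named were set before the data were examined, except where the text says otherwise. The genes named are those the paper names from the mouse transcriptome, those of the proteins it measured or discusses, its reference genes, and the 2 genes with the smallest P in each direction of the DSS against control and DSS + EA against DSS comparisons among DEGs whose groups do not overlap. The alternatives were DESeq2 with its size factors (the tool named in the paper's methods), RLE normalization or library totals in place of TMM, no filter on low counts, a mean of at least 20 counts, only the 2 groups compared in a fit, an adjusted p-value threshold, a prior count of 2, a test against the fold-change minimum (glmTreat), a log2 fold change minimum of 1, the replicate number as a block, each mouse left out in turn, and different DSS mice in the 2 comparisons. The replicate numbers come from the labels of the samples, and same-numbered mice are different animals. The human samples, the qRT-PCR, ELISA, western blot and immunofluorescence measurements of the paper were not analysed here.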

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

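The tests of the pancreatic and interferon-stimulated genes below were chosen only after the results were seen; the splits of the mice were set earlier.

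Digestive enzyme genes of the pancreas were counted in the DSS + EA libraries, in a signal that the paper does not report and that exceeds the control level. The 7 genes of a pancreatic acinar list written before the counts were opened made up 1.98% of the counts of DSS + EA mouse 2 (Wilson 95% interval 1.96 to 2.00%), 0.900% of mouse 3 (0.890 to 0.910%) and 0.0396% of mouse 1 (0.0375 to 0.0418%). The share was at most 0.0253% in the control mice and at most 0.00928% in the DSS mice. If pancreatic tissue or RNA was mixed into these samples, the genes should keep fixed proportions to each other while their amount differs between mice. For 5 of the 7 genes (*Cela2a*, *Prss2*, *Cpa1*, *Pnlip* and *Ctrb1*), the mean ratio of mouse 2 to mouse 1 was 86.9-fold, and its log2 value had an SD of 0.195 over the genes; for mouse 3 to mouse 1 the mean ratio was 36.4-fold and the SD 0.107. These 5 were selected after their values were seen. *Cela1*, which is counted in every group, rose by 5.66-fold, and with it the SD over the 6 genes with a finite ratio was 1.62; *Amy2a1* had at most 1 count in any library, and near-identical amylase copies could have taken its reads. Reads shared between paralogs would not be expected to raise *Cpa1* and *Pnlip*, and both were at least 707-fold higher in the DSS + EA group than in the DSS group, at the smaller of the 2 lower bounds. Some other digestive genes, also chosen after their values were seen, did not keep one proportion: the counts in mice 1, 2 and 3 were 150, 22189 and 5711 for *Try5*, 246, 11349 and 10935 for *Amy2a5*, 12, 444 and 1243 for *Gm10334* and 9, 1456 and 479 for *Gp2*. Others lay nearer to the 5 genes, such as *Cela3b* with 79, 6524 and 3023 counts and *Try4* with 179, 17610 and 7838. Reads of near-identical trypsin and amylase copies could have been divided between them. The insulin gene *Ins2*, which is not on the list and was also chosen after its values were seen, had 0 counts in every control and DSS mouse and 0, 2 and 21 counts in DSS + EA mice 1, 2 and 3. Pancreatic tissue or RNA in the samples remains a hypothesis that the proportions of selected genes cannot decide; no biological explanation was tested, and expression of these genes by the colon itself was not ruled out. A rule set after the values were seen (at most 10 counts in each control and DSS library, at least 30 in DSS + EA mouse 2 and at least 8 times the count of mouse 1) finds 49 genes, which hold 7.12% of the counts of mouse 2, 3.40% of mouse 3 and 0.0887% of mouse 1. They include defensin genes, which are not on the pancreatic list and were counted almost only in mouse 2 of the DSS + EA group. *Defa24*, for example, had 1, 103 and 0 counts in DSS + EA mice 1, 2 and 3. The defensin genes thus did not share the high counts of the pancreatic genes in mouse 3. Of the 49, 23 were DEGs raised in the DSS + EA group against the DSS group. The limit of 10 counts keeps most genes lowered by DSS out of this set, and *Clps* and *Sycn*, which are known from the pancreas but lie outside the set, with counts in the control mice too, were EA-DEGs (chosen after their values were seen): *Clps* changed by -6.06 with DSS and 7.69 with EA on the log2 scale, and *Sycn* by -5.21 and 4.49.

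Interferon-stimulated genes were higher in the DSS + EA group than in the control group, which the paper does not report. A list of 30 such genes, written after high values of some of them were seen, had a median log2 fold change of -1.53 with DSS, 4.07 with EA against the DSS group and 2.145 for the DSS + EA group against the control group. All 30 were higher in the DSS + EA group than in the DSS group, and 20 had an adjusted p-value under 0.05 in edgeR's test against the control group. The median of 2.145 uses no DSS mouse, and it was 2.115 with library totals in place of TMM. With each mouse left out in turn, it lay between 1.816 (without control mouse 1) and 2.749 (without control mouse 3). None of these values can separate explanations, since the genes were chosen for this pattern. The list did not follow the pancreatic signal: its mean ratio of DSS + EA mouse 2 to mouse 1 was 0.716. A difference in housing, infection, dissection or library preparation between the groups was not tested, and the pattern cannot be told apart from these.

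The comparison of the DSS + EA group with the control group, which the paper does not report, gave 261 DEGs, of which 219 were higher in the DSS + EA group and 42 lower. Their largest adjusted p-value was 0.13, and 457 genes had an adjusted p-value under 0.05. The groups did not overlap in 99.6% of these DEGs and in 32.2% of all genes tested, where chance gives 10%. Of the DEGs, 169 were also DEGs between the DSS and control groups in the same direction and 4 in the opposite direction, while 88 were not DEGs of that comparison. Of the 6 mice, 4 splits part all 3 same-numbered pairs, and 1 of these 4, the real one, gave as many DEGs; over all 10 splits it was also 1, and the largest number from another split was 13. With 3 mice in each group the share of splits cannot fall under 0.1, so a chance split cannot be excluded by this test. Without the 49 genes above, an alternative chosen after seeing the data, 239 DEGs were found.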

How the results depend on the processing

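In the DSS against control comparison, 1280 genes were DEGs (832 higher, 448 lower), against 806 for DSS + EA against DSS (366 higher, 440 lower) and 261 for DSS + EA against control (219 higher, 42 lower), and 617 were EA-DEGs (380 higher with DSS and lower with EA, 237 in the opposite order). The counts below moved by over 1.5 times under at least 1 alternative, and the cause was not tested.

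With DESeq2, 1971 genes were DEGs in the DSS against control comparison (1296 higher, 675 lower) and 1274 in the DSS + EA against DSS comparison (762 lower), and 71 were lower in the DSS + EA group than in the control group; 1268, 798 and 609 of the DEGs and EA-DEGs of the edgeR fit were among those DESeq2 called. Without a filter on low counts the numbers were 2293 (1514 higher, 779 lower), 1519 (611 higher, 908 lower) and 418 (93 lower), with 1042 EA-DEGs (673 and 369). With a mean of at least 20 counts they were 789 (545 higher, 244 lower), 515 (223 higher, 292 lower) and 23 lower in DSS + EA against control, with 388 EA-DEGs (127 lower with DSS and higher with EA).

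Testing against the fold-change minimum with glmTreat left 577 DEGs with DSS (421 higher, 156 lower), 252 with EA (130 higher, 122 lower), 94 against control (78 higher, 16 lower) and 157 EA-DEGs (104 and 53). A log2 fold change minimum of 1 gave 3663 (1985 higher, 1678 lower), 3163 (1470 higher, 1693 lower), 767 (581 higher, 186 lower) and 2450 EA-DEGs (1350 and 1094, with 6 in the same direction). An adjusted p-value under 0.01 left 81 DEGs against control (69 higher, 12 lower). A prior count of 2 gave 130 EA-DEGs lower with DSS and higher with EA and 27 DEGs lower against control, and fits of only the 2 groups compared gave 152 EA-DEGs lower with DSS and higher with EA.

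Alternatives chosen after seeing the data also moved the counts. DESeq2 with only the 2 groups compared gave 1952 DEGs with DSS (1304 higher), 722 lower with EA, 574 EA-DEGs higher with DSS and lower with EA, and 73 DEGs lower against control. Ensembl genes only gave 845 DEGs with DSS (539 higher), 532 with EA (262 lower), 378 EA-DEGs (219 higher with DSS and lower with EA) and 26 lower against control.

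The replicate block, which treats same-numbered mice as paired, gave 1271, 783 and 272 DEGs and 600 EA-DEGs, of which 1 had the same direction. The mean correlation of the deviations of same-numbered mice was -0.0404 over 9 pairs, and these mice are different animals. The log2 fold change of *Cd4* with EA was 0.03 without the block and -0.03 with it. That of *Cxcl3* was -3.24 without the block and -2.90 with it (unadjusted P 0.0305), so *Cxcl3* was not an EA-DEG in the paired fit.

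Across the 9 fits that each left out one mouse, DEGs with DSS numbered from 1261 to 1889 (from 449 to 754 lower), and DEGs with EA from 757 to 1343 (from 351 to 640 higher and from 399 to 703 lower). EA-DEGs numbered from 560 to 1071 (from 354 to 607 higher with DSS and lower with EA, from 205 to 464 in the opposite order), and DEGs lower against control from 38 to 71. Without DSS mouse 1, which lies nearest to the other groups on the first principal component, the numbers of DEGs with DSS, DEGs with EA and EA-DEGs were the highest of the 9. The log2 fold change with EA lay from -0.44 to 0.31 for *Cd4* and from -0.86 to 0.2 for *Tnf*, and that of *Tlr4* with DSS from -0.23 to 0.3, so none of these has a stable direction. *Cd4* with EA was -0.01 with Ensembl genes only, and -0.06 with library totals, a setting that also lowered the median of all genes and so is not evidence on *Cd4*.

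The slope of the EA change on the DSS change stayed between -0.661 and -0.585 over 15 settings and from -0.687 to -0.606 across the fits without one mouse; with different DSS mice in the comparisons it was -0.388 (mouse 1 in the EA comparison) and -0.762 (mouse 3). The value with glmTreat, -0.585, uses the shrunken log2 fold changes of the other settings, a choice made after -0.209 had been seen with its unshrunken ones, which have no bound for the 52 of 577 DEGs with no counts in a group. The chemokine odds ratio lay between 3.59 and 17.7 over the settings and from 5.84 to 7.28 without one mouse, and its p-value between 2.7e-06 and 0.00112 over 24 settings. EA-DEGs of the same direction arose in 3 of these 24 settings. They also arose with different DSS mice in the comparisons when mouse 1 or 2 was in the EA comparison, but these fits set a single DSS mouse against the DSS + EA group, and their calls are not counted here. The median log2 fold change of all genes with EA was -0.019 in the edgeR fit and -0.174 with DESeq2, which also tests other genes; it was -0.039 with RLE normalization in edgeR, -0.098 with library totals and -0.114 without a filter on low counts. For the genes named, 1433 values were compared, of which 1386 kept their direction and call and 47 changed (31 weaker, 7 stronger, 9 reversed). Some settings, such as the adjusted p-value threshold and the log2 fold change minimum of 1, reuse the main fit, so no direction could change there. The fits without one mouse share all other libraries with the main fit. These values are therefore not independent checks.

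At the floor of 3 counts, genes such as *Ifng*, with at most 3 counts in any library, cannot be compared at this depth.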

Differences from the paper's values

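No count of DEGs or EA-DEGs differed from the paper's by over 1.5 times in the edgeR fit. The paper gives 1614 DEGs between the DSS and control groups (1076 higher and 538 lower), against 1280 (832 and 448) here, 875 DEGs between the DSS + EA and DSS groups (360 higher and 515 lower), against 806 (366 and 440), and 620 EA-DEGs, against 617. The paper's EA-DEGs number about 420 and about 200 in the 2 orders of direction in Fig. 3C, read by eye, against 380 and 237. With DESeq2, the tool the paper's methods name, the alternative set before the data were examined gave 1971, 1274 and 890. No setting reached the paper's counts exactly.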

Other observations

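The tests of other splits of the mice, of different DSS mice and of transcript length were set before their results were seen.

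For the 1280 DEGs between the DSS and control groups, 4 splits of the 6 mice part all 3 same-numbered pairs, and 1 of these 4, the real one, gave as many DEGs; the largest number from any of the other splits was 43. For DSS + EA against DSS it was also 1 of 4, with at most 63 DEGs in another split, and for the EA-DEGs 1 of 4, with at most 27 when DSS and DSS + EA mice were regrouped. Regrouping the control and DSS + EA mice instead, a count looked at after the values were seen, gave more EA-DEGs than the real groups in all 9 other splits, from 668 to 710 against 617. In those splits both comparisons set the DSS mice against a mixture of control and DSS + EA mice, so the number of EA-DEGs does not separate the DSS + EA group from the control group. For the chemokine ligands, 2 of 4 splits gave a p-value as small: the split that groups DSS mouse 1 with DSS + EA mice 2 and 3 gave 2.8e-05, from 27 EA-DEGs. Over all 10 splits, with DSS and control mice regrouped for the first count and DSS and DSS + EA mice for the others, the counts were also 1, 1, 1 and 2. A design of 3 against 3 cannot reach a share under 0.1, so these counts cannot exclude a chance split, and the chemokine p-value does not by itself separate the groups from that other split.

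The slope of the EA change on the DSS change across DEGs was -0.627. With different DSS mice in the comparisons, the slope nearest 0 was -0.388, so the use of the same DSS mice in both does not account for all of it in these fits; each has a single DSS mouse in the EA comparison, and the slope varied with that mouse. Transcript length had a Spearman rho of 0.135 with the DSS change and -0.178 with the EA change across 11180 genes, 89.0% of those tested; genes are not independent replicates. These weak relations have opposite signs and could add to a negative slope, by an amount that was not tested.

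The paper measured several of these genes as proteins, which is another assay. In the counts, *Il1b* changed with EA by -1.10 on the log2 scale (standard error 0.69, adjusted p = 0.23, edgeR) and *Tnf* by -0.53 (standard error 0.52, adjusted p = 0.444, edgeR), with overlapping groups for both. *Cd86* changed by -0.89 (standard error 0.49, adjusted p = 0.18, edgeR) and *Adgre1* by -1.28 (standard error 0.63, adjusted p = 0.134, edgeR). *Arg1* changed by -2.43 (standard error 0.74, adjusted p = 0.0282, edgeR), *Mrc1* by -2.03 (adjusted p = 0.00131, edgeR) and *Cd163* by -2.52 (adjusted p = 0.00309, edgeR). The paper reports by immunofluorescence that macrophages positive for Arg1 increased with EA. Counts from whole colon RNA do not separate macrophages from other cells, or expression from the number of cells, so the 2 measures are not alike. With each mouse left out, the change of *Arg1* lay between -2.87 and -0.90 and that of *Il1b* between -1.93 and -0.4. That of *Cd86* lay between -1.23 and -0.25 and that of *Adgre1* between -1.66 and -0.02. DSS mouse 3 had 64.6 CPM of *Adgre1*, against 10.9 and 13.7 CPM in DSS mice 1 and 2. The same mouse had 266.5 CPM of *Arg1*, against 26.06 and 53.67 CPM in DSS mice 1 and 2, so the size of the *Arg1* change depends on it. In a list of 8 macrophage marker genes, 6 were lower with EA at an adjusted p-value under 0.05 and 0 were higher. *Hmox1* changed by -3.74 with EA (adjusted p = 0.00297, edgeR) and *Nfe2l2* by -1.23 (adjusted p = 0.00985, edgeR). *Il10* was not tested and was at least 5.96-fold lower in the DSS + EA group than in the DSS group. Other genes, looked up after their values were seen, were higher with EA, with overlapping groups. *Cxcl10* changed by 1.58 (adjusted p = 0.0376, edgeR), *Nos2* by 1.63 (adjusted p = 0.0515, edgeR) and *Cxcl9* by 1.65 (adjusted p = 0.075, edgeR). Of the reference genes of the paper's assays, *Actb* changed by 0.58 with DSS (adjusted p = 0.116, edgeR) and by -0.76 with EA (adjusted p = 0.053, edgeR), neither under 0.05. *Gapdh* changed by 0.73 with DSS (adjusted p = 0.0115, edgeR) and by -0.21 with EA (adjusted p = 0.409, edgeR).

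Other values were singled out after they were seen. Haemoglobin genes made up 0.155 to 0.370% of the counts in the DSS mice, 0.0095 to 0.0118% in the control mice and 0.0138 to 0.0214% in the DSS + EA mice. *Mptx1* had 31300 ± 23640 CPM in the control group, 155 ± 262 CPM in the DSS group and 51 ± 35.7 CPM in the DSS + EA group (SD, n = 3 in each), so it remained low with EA, with overlapping DSS and DSS + EA groups (log2 fold change with EA -1.60, adjusted p = 0.412, edgeR).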
